A study of Mus musculus with 6 samples. Its data were reported in "Intestinal epithelial formyl peptide receptor 2 contributes to intestinal epithelium homeostasis and injury repair by regulating intestinal stem cell and transit-amplifying cell proliferation and differentiation" (2025).

How the data were processed

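Epithelial cells of mouse ileal crypts, sorted by the surface protein EpCAM, were measured by droplet-based single-cell RNA sequencing on the MobiNova-100 platform. The labels gave 6 libraries in 2 groups. In 3 libraries the Fpr2 gene carried recombination sites but was left in place (Fpr2f/f, labelled WT), and 3 libraries came from mice in which the Cre recombinase, driven by the Villin promoter, was meant to remove Fpr2 from intestinal epithelial cells (Fpr2VKO). The group and the replicate number of each library were taken from the labels. Fpr2 encodes a receptor for formyl peptides and other ligands.

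The deposited matrices held raw UMI counts per gene and barcode, where a UMI (unique molecular identifier) marks 1 captured transcript molecule. The authors aligned the reads to the mouse build mm10 (GRCm38) and counted with MobiVision. The annotation version was not stated. Each deposited matrix listed 32285 genes and the full set of 2359296 possible barcodes of the platform, so the files preceded any cell calling. The cell filters, doublet removal, normalization and clustering of the study were done after these matrices, and their limits were not stated.

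The steps, tests, gene lists, naming rules and all alternatives but 3 were chosen before the data were examined. A barcode was kept as a cell when its UMI total was at or above the steepest point of the library's curve of UMIs against rank (between ranks 500 and 50000) and at least 1000, with at least 500 genes, a ratio of log10 genes to log10 UMIs of at least 0.7, and at most 20% mitochondrial UMIs. Doublets were scored by the share of artificial doublets among a cell's neighbours, with 25% artificial doublets added, and the top 0.8% per 1000 cells of a library were removed. Counts were log-normalized, and 2000 variable genes gave 30 principal components. Libraries were aligned by mutual nearest neighbours, and cells were clustered by the Leiden method at resolution 1 on 20 nearest neighbours (Python 3.11.15, leidenalg, fixed seed).

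Clusters were named from fixed marker lists of stem, transit-amplifying (TA), enterocyte, Paneth, goblet, enteroendocrine, tuft and immune cells. A cluster took the name of the class whose markers had the highest mean log2 fold over all other cells, if that mean was at least 0.5 and at least 3 markers were higher there and detected in at least 10% of its cells. Clusters whose 10 leading genes held more markers of another class, or whose median UMI total relative to their libraries was below 1/3 with no leading marker of the class, stayed unnamed. Names carry the ending "-like" because they rest on transcripts alone. Immune-like clusters were left out of the epithelial cells.

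UMIs were summed per library over all epithelial cells and over each class, so that the library and not the cell was the replicate. Genes were tested between groups with the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3, TMM normalization, filterByExpr, robust fit), and an adjusted p (Benjamini-Hochberg, over the genes tested) under 0.05 was counted as changed. The SE of a fold change was its size divided by the square root of the test statistic. A library needed at least 20 cells of a class. DESeq2 1.42.0 was run as another tool. The study's cell-wise test was not used. Adjusted p-values in the text come from edgeR unless another tool is named. Genes to be named were fixed by rule: Fpr2, the genes of the lists, Xist and Ddx3y, and in each class up to 3 higher and up to 3 lower changed genes with the largest fold change among those with a mean of at least 20 CPM (UMI counts scaled to the same library total) over all libraries and no overlap between the groups in log2 CPM. A gene that met this rule is not reported here, and counts of calls include it.

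Lists of 16 cell cycle genes, 7 ribosomal protein genes, 7 genes that the study reported as lower in immature cells of Fpr2VKO mice (here the immature cell list, which does not identify such cells), and a list of 17 pairs of a pathway gene and a cell class were taken from the text of the study. Olfm4 was tested singly beside the immature cell list. The study chose these lists on the same libraries, so their results are not independent evidence. Lists were tested with camera (limma 3.58.1, preset correlation between genes 0.01) and, as an alternative, with fry. Camera p-values were adjusted over 6 tests.

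Shares of cells were compared between groups with exact permutation tests of the values per library, two-sided. With 3 libraries against 3, the smallest p such a test allows is 0.1. Shares of the 8 classes were adjusted over 8 tests. Cell cycle phases were assigned with cyclone (scran 1.30.0). Before phases and shares of cells with a UMI were computed, each stem-like, TA-like and enterocyte-like cell was thinned to 5200 UMIs, the 10th percentile of stem-like cells, and shallower cells were left out. Gene positions, counted from 1, came from a GRCm38 annotation matched by gene ID.

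The edgeR and DESeq2 steps were tested on simulated data with 200 genes changed by 1.5 on the log2 scale. Every gene was given the same dispersion (spread between libraries beyond counting error) of 0.05, which was not fitted to these libraries. The shares recovered check the steps and do not give the power of the real comparisons. At the sizes of the real comparisons, edgeR recovered 92% of them over all epithelial cells (16517 genes tested), 88.5% in stem-like (10641 genes), 93% in TA-like (12176 genes), 90.5% in enterocyte-like (11143 genes), 74% in Paneth-like (9647 genes), 90.5% in goblet-like (10251 genes), 82% in enteroendocrine-like (9216 genes), 79% in tuft-like (4416 genes) and 90% in unnamed cells (12966 genes).

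Alternatives to these choices were a minimum of 2000 UMIs, a mitochondrial limit of 10%, the 8000 barcodes with most UMIs per library, doublets kept, no alignment of libraries, resolution 2, other size factors (RLE), DESeq2, no filter on low counts, no thinning, replicate numbers as a block, an edgeR test on cells per class, and each library left out in turn. Chosen after seeing the data were a minimum of 10000 UMIs, a mitochondrial limit of 40%, and clustering without the changed genes. Their effects are given in the closing section. Intervals and limits for counts cover counting error only.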

Results

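Single-cell RNA sequencing of sorted ileal crypt epithelium was available for 3 Fpr2f/f and 3 Fpr2VKO libraries. The libraries held 90142126, 138174217 and 103021587 UMIs (Fpr2f/f replicates 1 to 3) and 189516114, 127073362 and 118194568 UMIs (Fpr2VKO replicates 1 to 3). Barcodes with fewer than 100 UMIs, taken here as free RNA, took up 7.25% to 13.1% of the UMIs of a library. This share leaves out free RNA in barcodes of more UMIs, and these differed between libraries. Barcodes ranked after 20000 and up to 25000 by UMIs had a median of 243, 335 and 267 UMIs in the Fpr2f/f libraries and 1073, 329 and 628 in the Fpr2VKO libraries. Outside the 20000 barcodes with most UMIs lay 21.8% ± 1.23 of the UMIs in Fpr2f/f and 28.6% ± 5.08 in Fpr2VKO libraries (mean ± SD, n = 3 each, exact permutation p = 0.1), with no overlap of the groups. Free RNA was not removed from the counts of cells. No library was a copy of another, since the counts of each pair differed far beyond sampling noise.

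Between 9823 and 14694 barcodes per library passed the UMI limit, which was 1000 in the Fpr2f/f libraries and 2135, 1016 and 1585 in the Fpr2VKO libraries. Mitochondrial transcripts made up a median of 26.3% to 36.5% of the UMIs of the barcodes that passed the limits on UMIs and genes, so the 20% limit removed 65.7% to 84.1% of them. The share removed was 71.5% ± 6.19 in Fpr2f/f and 80.6% ± 4.05 in Fpr2VKO libraries (mean ± SD, n = 3 each, exact permutation test, p = 0.2). After doublet removal, 9903 Fpr2f/f cells (2587, 4544 and 2772) and 6547 Fpr2VKO cells (2085, 2702 and 1760) remained, with a median of 2979 to 7307 UMIs per cell. With a limit of 40%, the filters left 26616 and 22452 barcodes.

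**Figure D1:**
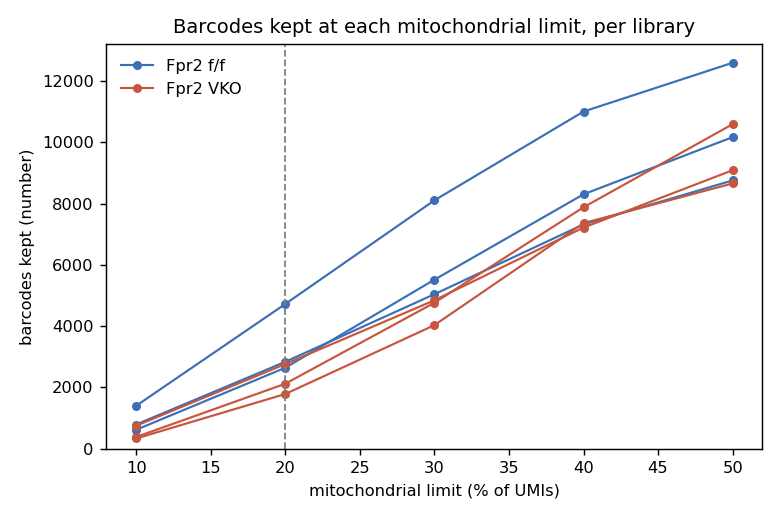
Number of barcodes kept per library (vertical axis) at mitochondrial limits from 10% to 50% of UMIs (horizontal axis), 1 line per library, coloured by group, with the limit used marked by a dashed line at 20%. At that limit the libraries kept between 1786 and 4722 barcodes, and at 50% between 8654 and 12590.

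The cells formed 24 clusters. Of these, 13 took the name of an epithelial class, 2 were immune-like (308 cells) and 9 stayed unnamed. The single stem-like cluster (903 cells) was led by Olfm4, Mcm4, Mcm6, Uhrf1 and Lgr5. The unnamed cells (7573) had a median of 3804 UMIs, and 86.6% of them held fewer than 10000 UMIs. Stem-like cells had a median of 25618 UMIs and tuft-like cells 2711. Unnamed clusters were led, among others, by histone genes, by Fabp6 and Ceacam20, and by Gphn, Peak1, Il31ra and Cdk8. The unnamed cells stood in for the immature cells of the study, which likewise took no name from markers. Whether they are the same population was not tested.

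Whether Fpr2 transcripts were lost in Fpr2VKO cells could not be tested. Fpr2 (ENSMUSG00000052270, GRCm38 chromosome 17, 17887824 to 17893952, plus strand) had 0 UMIs in the epithelial cells of every library, Fpr2f/f included. The 25388020 to 49348220 UMIs of these cells allow up to 0.118 CPM in the shallowest and 0.0608 CPM in the deepest library, if Fpr2 UMIs were counted at all. They bound the counted UMIs and not the expression of Fpr2, because most genes that lie inside another gene, as Fpr2 does, had no UMI in these data (203 of 217 such genes with few shared exon bases). There was also no Fpr2 UMI among all barcodes of any library. The neighbouring receptor gene Fpr3 (ENSMUSG00000079700, chromosome 17, 17887852 to 17971677, plus strand), whose span covers nearly all of Fpr2, had 41 to 124 UMIs per library over all barcodes. Fpr1 (ENSMUSG00000045551, chromosome 17, 17876471 to 17883940, minus strand) had 10 to 19. The groups are therefore those of the labels. By other assays, the study reported less Fpr2 mRNA in the ileum and in isolated crypts of Fpr2VKO mice (RT-qPCR). It also reported less FPR2 protein in ileal organoids from such mice (western blot). Both groups were of the same sex by their transcripts. Xist (chromosome X, 103460366 to 103483254) reached 0.575 ± 0.0242 CPM in Fpr2f/f and 0.366 ± 0.0153 in Fpr2VKO libraries (adjusted p = 0.608), and the Y-linked Ddx3y (chromosome Y, 1260771 to 1286629) reached 58.7 ± 9.01 and 68.1 ± 5.50 CPM (adjusted p = 0.493).

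The study asked whether loss of Fpr2 changes the make-up of the crypt epithelium. Stem-like cells were 4.16% ± 1.71 of epithelial cells in Fpr2f/f and 8.32% ± 0.358 in Fpr2VKO libraries (mean ± SD, n = 3 each). TA-like cells were 11.4% ± 2.28 and 16.6% ± 2.30, and unnamed cells 51.7% ± 1.51 and 39.2% ± 4.08. In these 3 classes the groups did not overlap, which chance gives in 10% of such comparisons, and the exact permutation p was 0.1, the smallest the design allows. Enterocyte-like cells were 14.99% ± 3.89 and 13.2% ± 1.23 (exact p = 0.8), Paneth-like cells 5.36% ± 1.43 and 8.02% ± 2.34 (exact p = 0.3), and goblet-like cells 8.05% ± 0.459 and 9.72% ± 1.59 (exact p = 0.3). Enteroendocrine-like cells were 2.42% ± 1.54 and 2.80% ± 0.452 (exact p = 0.8), and tuft-like cells 1.95% ± 0.319 and 2.09% ± 0.257 (exact p = 0.5). No class passed 0.05 after adjustment over the 8 tests, nor under an edgeR test on cells per class, where the stem-like share had a log2 fold change of 1.01 (adjusted p = 0.0961). The stem-like difference moved most with a mitochondrial limit of 40%, from 4.16 to 0.340 percentage points. At a limit of 10% the TA-like share differed by -0.621 percentage points, the opposite direction.

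**Figure D2:**
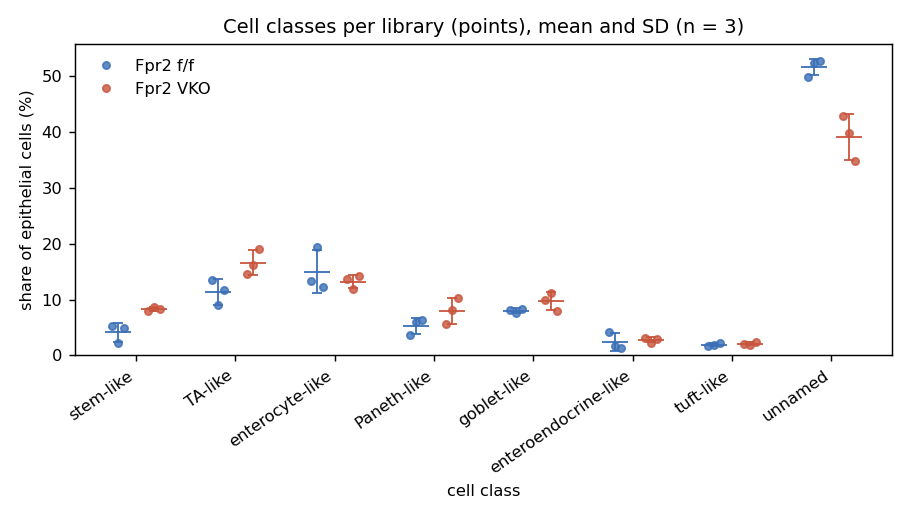
Share of epithelial cells in each class (vertical axis, percent) for the 8 classes (horizontal axis), with 1 point per library, horizontal marks for group means and bars for SD (n = 3). The 3 Fpr2VKO libraries lie above the 3 Fpr2f/f libraries for stem-like and TA-like cells and below them for unnamed cells.

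Classes differed in depth, and so did the groups. Cells with fewer than 10000 UMIs were 74.8% ± 4.30 of cells in Fpr2f/f and 57.6% ± 3.28 in Fpr2VKO libraries (n = 3 each, exact permutation p = 0.1). With the lowest UMI total set to 2135 in every library, the shares were 67.9% ± 9.26 and 54.0% ± 7.02 (exact p = 0.2), and the groups overlapped. Among cells of at least 10000 UMIs, stem-like cells were 12.9% ± 3.63 and 15.96% ± 1.32 (exact p = 0.2), TA-like cells 19.7% and 20.8% (exact p = 0.8) and unnamed cells 22.8% ± 2.18 and 17.4% ± 3.18 (exact p = 0.2). Among the shallower cells, stem-like cells were 1.07% ± 0.532 and 2.65% ± 0.640 (exact p = 0.1), TA-like cells 8.60% ± 2.13 and 13.5% ± 2.71 (exact p = 0.1) and unnamed cells 61.4% ± 1.93 and 55.6% ± 3.63 (exact p = 0.1), and the groups did not overlap in these 3 classes.

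**Figure D3:**
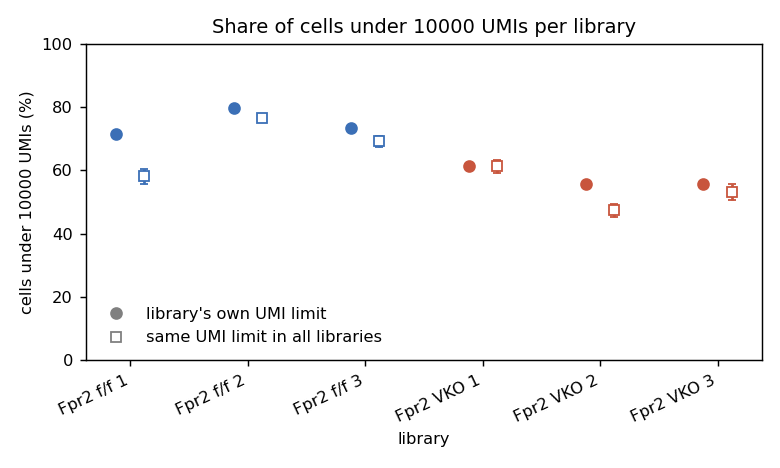
Share of cells with fewer than 10000 UMIs (vertical axis, percent) in each library (horizontal axis), with the library's own UMI limit (filled points) and with the same limit in every library (open squares, with 95% Wilson intervals). With their own limits the Fpr2f/f libraries lie at 71.6% to 79.7% and the Fpr2VKO libraries at 55.6% to 61.3%.

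The study also asked whether stem and TA cells cycle differently without Fpr2. At equal depth, 96.7% ± 1.46 of Fpr2f/f and 96.1% ± 1.97 of Fpr2VKO stem-like cells were assigned to G1 (n = 3 each, exact two-sided permutation p = 0.7). S phase took 2.06% ± 1.16 and 3.54% ± 1.79 (exact p = 0.4), and G2/M 1.27% ± 0.801 and 0.392% ± 0.353 (exact p = 0.1). The G2/M shares rested on 1, 2 and 1 cells in Fpr2f/f and 1, 1 and 0 in Fpr2VKO libraries, and without Fpr2f/f replicate 2 the difference was -0.419 in place of -0.881 percentage points. The G1 difference depended on the processing. Without thinning it changed sign, to 0.976 percentage points higher in Fpr2VKO, and without alignment of the libraries it was -5.81 percentage points (96.8% ± 2.83 and 91.0% ± 3.18, exact p = 0.1), with no overlap of the groups. In TA-like cells, G1 took 41.3% ± 7.005 and 37.4% ± 7.34 (exact p = 0.6), S 22.1% ± 2.21 and 23.6% ± 4.10 (exact p = 0.8), and G2/M 36.6% ± 8.83 and 39.1% ± 3.30 (exact p = 0.8). Without Fpr2f/f replicate 1, the G2/M share of TA-like cells differed by -1.98 percentage points, the opposite direction. Phases were read from transcripts that include free RNA, whose share was not removed. The markers that name TA-like clusters include the cell cycle genes Mki67, Top2a, Ccnb1 and Cdk1. Dividing stem cells may therefore have been counted as TA-like, and the high G1 share of stem-like cells may follow in part from the naming. These shares cannot show how stem cells as a whole cycle. The same limit holds for Mki67 and for the cell cycle list in stem-like cells.

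Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780), which marks intestinal stem cells, had a UMI in 19.7% ± 10.1 of thinned Fpr2f/f stem-like cells and in 30.3% ± 2.92 of Fpr2VKO ones (exact permutation p = 0.2, n = 3). The share in enterocyte-like cells, which should lack the gene, was 0.545% ± 0.565 and 0.7995% ± 1.02 at the same 5200 UMIs. Before thinning, the median depth was 25618 UMIs in stem-like and 4720 in enterocyte-like cells, and the Lgr5 shares of stem-like cells were 29.5% ± 12.9 and 43.3% ± 2.99 (exact p = 0.2). The proliferation marker Mki67 (chromosome 7, 135689784 to 135716361) had a UMI in 33.4% ± 9.14 and 28.4% ± 4.999 of stem-like cells (exact p = 0.6), against 10.2% ± 4.95 and 9.57% ± 1.31 of enterocyte-like cells. Olfm4 (ENSMUSG00000022026, chromosome 14, 79984081 to 80023139), another stem cell marker, had a UMI in 85.4% ± 3.28 and 93.4% ± 4.01 (exact p = 0.1), against 11.1% ± 3.98 and 17.5% ± 4.27 of enterocyte-like cells. The differences in Lgr5 and Mki67 leaned on Fpr2f/f replicate 1, which had the lowest Lgr5 share (9.45%) and the highest Mki67 share (43.3%) of the 6 libraries. Without it they were 5.51 in place of 10.6 and -0.0863 in place of -5.03 percentage points. Without alignment of the libraries, Mki67 differed by 4.99 percentage points, the opposite direction. Olfm4 then differed by -0.741 percentage points, which cannot show a reversal because nearly every cell had a UMI. Only Fpr2VKO replicate 3 lay below 100%, with 44 of 45 cells.

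Gene expression was compared between groups over all epithelial cells and within each class (edgeR, adjusted p under 0.05). Over all epithelial cells, 7 of 16501 genes differed, all 7 higher in Fpr2VKO. In stem-like cells 16 of 10624 differed (10 higher, 6 lower), in TA-like cells 20 of 12182 (10 higher, 10 lower), and in tuft-like cells 7 of 4318 (5 higher, 2 lower). In enterocyte-like cells 3 of 11181 differed (1 higher, 2 lower), in goblet-like cells 4 of 10254 (all higher), in Paneth-like cells 1 of 9578 and in unnamed cells 1 of 12944 (both higher). In enteroendocrine-like cells edgeR called 0 of 9202 genes, with 282 at an unadjusted p under 0.05, and DESeq2 called 2. Without the filter on low counts the count over all epithelial cells rose most, to 197. The single direction over all epithelial cells did not hold in each fit. DESeq2 called 58 higher and 46 lower, edgeR without the filter 93 and 104, with the replicate block 33 and 20, and without Fpr2f/f replicate 1 it called 46 and 61. Fits with as many or fewer calls also gave both directions, with 4 higher and 2 lower without Fpr2f/f replicate 2, 3 and 3 without Fpr2VKO replicate 2, and 6 and 1 at a mitochondrial limit of 40%. The 7 genes themselves were estimated higher in each of the 14 alternatives. That some classes had calls and others had none does not show that classes differ, since the difference between classes was not tested.

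The counts depended on single libraries. Over all epithelial cells they ran from 1 (without Fpr2VKO replicate 1) to 107 (without Fpr2f/f replicate 1), in stem-like cells from 5 (without Fpr2f/f replicate 2 or Fpr2VKO replicate 1) to 44 (without Fpr2VKO replicate 3), and in TA-like cells from 3 (without Fpr2f/f replicate 2) to 32 (without Fpr2f/f replicate 3). They ran from 2 (without Fpr2VKO replicate 1) to 178 (without Fpr2f/f replicate 3) in enterocyte-like cells, from 1 (without Fpr2VKO replicate 3) to 27 (without Fpr2f/f replicate 2) in Paneth-like cells, and from 1 (without Fpr2f/f replicate 2) to 33 (without Fpr2f/f replicate 1) in goblet-like cells. In tuft-like cells they ran from 2 (without Fpr2f/f replicate 2) to 15 (without Fpr2VKO replicate 2). In unnamed cells the count was 13 without Fpr2f/f replicate 1 and otherwise 1, and in enteroendocrine-like cells it was 3 without Fpr2f/f replicate 3, 1 without Fpr2f/f replicate 2 and otherwise 0.

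Mt1, a metallothionein gene (ENSMUSG00000031765, chromosome 8, 94179082 to 94180327, plus strand), was called higher in Fpr2VKO in 8 of the 9 comparisons (edgeR). Over all epithelial cells it rose from 297 ± 60.1 to 1135 ± 35.5 CPM (log2 fold change 1.98, SE 0.148, adjusted p = 0.000244, higher in 3 of 3 Fpr2VKO than in any Fpr2f/f library). The log2 fold change was 1.11 in stem-like, 1.47 in TA-like, 2.39 in enterocyte-like, 3.75 in Paneth-like, 2.98 in goblet-like, 2.81 in tuft-like and 2.07 in unnamed cells (adjusted p from 3.07e-13 to 0.000551). In enteroendocrine-like cells it was 2.96 with an adjusted p of 0.999. The groups did not overlap in any of the 8 classes, which chance gives in 10% of comparisons. Each Mt1 call held with any 1 library left out, except that the adjusted p in enterocyte-like cells was 0.0589 without Fpr2f/f replicate 2 (range over 14 alternatives 1.28e-66 to 0.0589). Mt2 (ENSMUSG00000031762, chromosome 8, 94172664 to 94173568), the neighbouring metallothionein gene, had a log2 fold change of 0.076 over all epithelial cells.

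**Figure D4:**
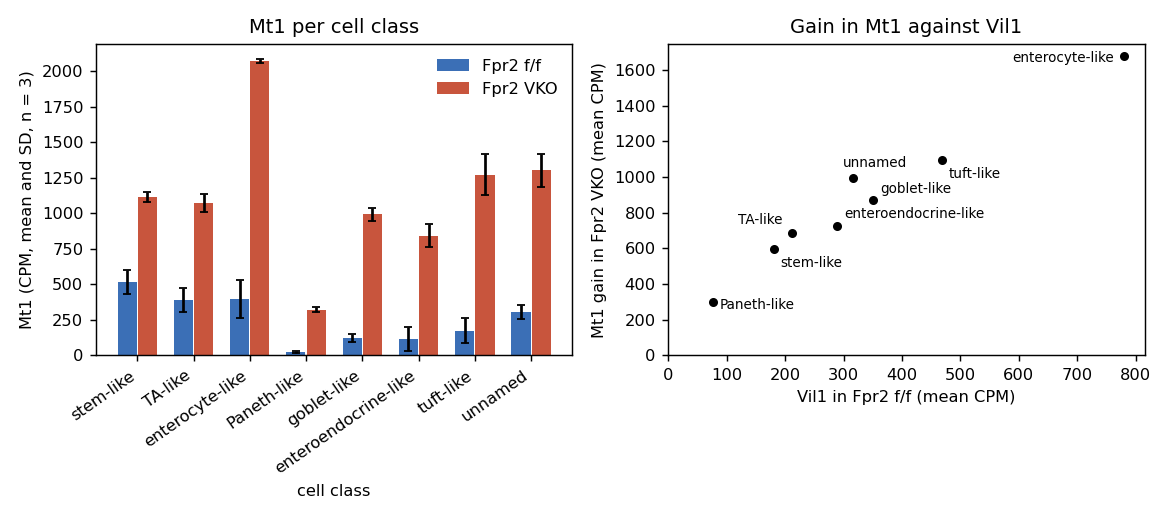
Left, Mt1 in each class (bars, mean CPM of 3 libraries, error bars SD) for both groups. Right, the difference in mean Mt1 between Fpr2VKO and Fpr2f/f (vertical axis, CPM) against the mean level of Vil1 in Fpr2f/f (horizontal axis, CPM), 1 point per class, with the largest difference in enterocyte-like cells (1676 CPM) and the smallest in Paneth-like cells (298 CPM).

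Other genes met the naming rule. Over all epithelial cells these were Olfm4, which rose from 773 ± 160 to 1692 ± 103 CPM (log2 fold change 1.19, adjusted p = 0.0112), and Maob (chromosome X, 16709282 to 16817366, log2 fold change 0.79, adjusted p = 0.0358). These values also contain the larger share of stem-like cells in Fpr2VKO. Olfm4 lost its call without Fpr2VKO replicate 1 (adjusted p = 0.134) and without Fpr2VKO replicate 3 (0.0510), with a range of 4.89e-13 to 0.134 over 14 alternatives, and Maob lost its call in 5 of the 6 fits that left out 1 library (adjusted p up to 0.134 without Fpr2VKO replicate 3).

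In stem-like cells Arg2 (chromosome 12, 79130777 to 79156301) and Cyp4v3 (chromosome 8, 45304944 to 45333216) were higher in Fpr2VKO, with log2 fold changes of 1.22 and 1.04. Irgm1 (chromosome 11, 48861968 to 48871683) and Clec2h (chromosome 6, 128662385 to 128677374) were lower, at -1.21 and -0.99. In TA-like cells Sorbs2 (chromosome 8, 45507788 to 45827906) and Ascl2 (chromosome 7, 142966829 to 142969264) were higher, at 1.10 and 1.09, and Zfp949 (chromosome 9, 88548020 to 88571061) and Bcl2l15 (chromosome 3, 103832601 to 103854618) were lower, at -1.17 and -1.05. Ascl2 is a stem cell marker by the list used here. Hk2 (chromosome 6, 82725025 to 82774454) was lower in enterocyte-like cells, at -1.43. Without Fpr2f/f replicate 2, the calls of Ascl2 and Zfp949 (adjusted p = 0.0854 each) and Sorbs2 (0.177) were lost. Without Fpr2VKO replicate 1, those of Irgm1 (0.216), Clec2h (0.167) and Cyp4v3 (0.101) were lost. Other libraries mattered too. Over the 6 fits that left out 1 library, Cyp4v3 kept its call in 2, Irgm1 and Clec2h in 3, Sorbs2 in 4, and Ascl2 and Zfp949 in 5.

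In goblet-like cells the interferon-responsive genes Oasl2 (chromosome 5, 114896936 to 114912234) and Ddx60 (chromosome 8, 61928087 to 62038244) were higher, with log2 fold changes of 0.90 and 0.80. In tuft-like cells Dut (chromosome 2, 125247190 to 125258608) and Pola1 (chromosome X, 93304767 to 93632155) were higher, at 2.97 and 2.81, and the non-coding RNA Gm48099 (chromosome 14, 19271274 to 19282822) and Gphn (chromosome 12, 78226379 to 78684772) were lower, at -2.33 and -1.34. Without Fpr2f/f replicate 2, the calls of Oasl2 and Ddx60 (adjusted p = 0.112 each), Pola1 (0.457), Gm48099 (0.595) and Gphn (0.130) were lost. Over the 6 fits that left out 1 library, Ddx60 and Pola1 kept their calls in 2, Gm48099 and Gphn in 3, and Oasl2 in 4. Of the 28 calls named for their size, Mt1 included, the number kept when 1 library was left out was lowest without Fpr2f/f replicate 2 (13) and highest without Fpr2f/f replicate 3 or Fpr2VKO replicate 2 (23), and none changed direction. Arg2, Bcl2l15, Hk2 and Dut kept their calls in each of these 6 fits. Over all alternatives only Bcl2l15 of these kept its call in each of 14. Arg2 lost its call in 2 of 14 (lowest log2 fold change 0.38) and Dut in 1 of 12 (lowest 0.81). Hk2 lost its call in 2 of 14, with at least 10000 UMIs per cell and at the 40% mitochondrial limit.

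The study asked whether genes of the cell cycle are expressed less in stem cells without Fpr2. All 16 genes of the cell cycle list had a lower estimate in Fpr2VKO stem-like cells, with a median log2 fold change of -0.23 (camera, adjusted p = 0.000164). In TA-like cells the median was -0.11, with 3 of 16 genes higher (camera, adjusted p = 0.0402), and without Fpr2f/f replicate 1 it was 0.0055 while the mean was -0.02 and camera gave a lower level (adjusted p = 0.854, range over 11 alternatives 0.00218 to 0.854). The TA-like call was also lost without Fpr2VKO replicate 2 (adjusted p = 0.228) and replicate 3 (0.253). No gene of the list was changed singly in stem-like or TA-like cells, over all genes or adjusted over the list alone. This also depended on the fit. Over the list alone, 2 genes were called in stem-like cells without Fpr2f/f replicate 3. With the replicate block, 1 was called in TA-like cells. Of the other classes and all epithelial cells, 1 gene of the list was called over all genes in 1 class. Pcna (chromosome 2, 132249162 to 132253314) was higher in Fpr2VKO tuft-like cells, at 313 ± 86.4 against 77.7 ± 26.7 CPM (log2 fold change 1.88, adjusted p = 0.00602, higher in 3 of 3 Fpr2VKO than in any Fpr2f/f library). The call of Pcna was lost without Fpr2f/f replicate 2 (adjusted p = 0.130), and at a mitochondrial limit of 40% its log2 fold change was -0.065 (adjusted p = 0.999, range over 13 alternatives 4.58e-05 to 0.999). The lowest adjusted p-values in stem-like cells (edgeR, over all genes) were those of Ccnd1 (0.470), Mcm5 (0.536) and Ccne1 (0.551). None of the camera calls given here held under fry, where the adjusted p was 0.279 to 0.399.

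The immature cell list was lower in Fpr2VKO both in unnamed cells (median log2 fold change -0.75, camera, adjusted p = 0.000229) and over all epithelial cells (-0.94, camera, adjusted p = 0.000602), with 0 of 7 genes higher in either. The ribosomal protein list had medians of -0.24 and -0.25 (camera, adjusted p = 0.0402 and 0.0310), with 1 of 7 genes higher. The ribosomal protein calls were lost without Fpr2VKO replicate 3 (adjusted p = 0.320 in both), Fpr2f/f replicate 1 (0.130 in unnamed and 0.123 over all epithelial cells) and Fpr2f/f replicate 2 (0.225 and 0.128), and in unnamed cells also without Fpr2VKO replicate 1 (0.0739). Over the 11 alternatives run for lists their adjusted p ran from 0.000776 to 0.375. No gene of these lists was changed over all genes (edgeR). Adjusted over the list alone, 2 ribosomal protein genes were called over all epithelial cells, Rpl35 (chromosome 2, 39001580 to 39005624, log2 fold change -0.67) and Rpl36 (chromosome 17, 56613416 to 56614243, -0.52), and 0 genes of the immature cell list. In unnamed cells neither list had a gene called over the list alone. These counts depended on the fit. Over all epithelial cells, the immature cell list had 2 genes called over the list alone with RLE size factors, 3 with the replicate block, 1 without Fpr2VKO replicate 1 and 6 without Fpr2f/f replicate 1, where 4 were also called over all genes. The ribosomal protein list had 3 with the block or without Fpr2f/f replicate 3, and 0 without Fpr2f/f replicate 2 or any 1 Fpr2VKO library. In unnamed cells, without Fpr2f/f replicate 1, the immature cell list had 6 called over the list alone, 1 of them over all genes, and the ribosomal protein list 2. Rpl35 over all epithelial cells was also called over all genes without the filter on low counts (adjusted p = 0.0154, range over 14 alternatives 0.0154 to 0.782). Outside the 6 tests, the unadjusted camera p of the immature cell list ran from 4.37e-07 in enterocyte-like to 0.0301 in stem-like cells. That of the ribosomal protein list ran from 6.67e-05 in Paneth-like to 0.137 in tuft-like cells. No direction was recorded for these, and low values were not limited to unnamed cells. Olfm4 in unnamed cells had a log2 fold change of 0.40 (adjusted p = 0.887).

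The study asked whether genes of the Wnt, Notch and Hippo pathways depend on Fpr2 in single classes. Of the 17 pairs of a pathway gene and a class, 10 were too low for the edgeR filter, and their CPM had exact permutation p-values of 0.5 or higher (n = 3 each). None of the 17 was called by edgeR over all genes, or adjusted over the list alone (3 had an unadjusted p under 0.05), where the lowest adjusted p was 0.0791. That value was shared by Ccnd1 (chromosome 7, 144929931 to 144939925), lower in stem-like (log2 fold change -0.35) and TA-like cells (-0.35), and Axin2 (chromosome 11, 108920349 to 108950783), higher in TA-like cells (0.37). Their unadjusted edgeR p-values were 0.0102, 0.0140 and 0.00889. The adjustment over the list held all 17 pairs, including the 10 with only a permutation p, which cannot fall below 0.1. Those 10 could not be called and raised the adjusted p of the others. The pairs that edgeR fitted were not adjusted alone, so the missing calls do not argue against a change in these 3. DESeq2 called 0 over all genes and 3 over the list alone. Without Fpr2f/f replicate 3, edgeR also called 3 over the list alone (lowest adjusted p = 0.0156, and 0.0115 to 0.324 over 14 alternatives).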

Values the study reported

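The study reported 23078 cells from Fpr2f/f and 23444 cells from Fpr2VKO mice after its own filters.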

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

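The tests of metallothionein genes together, of the mix of cell classes and of abundant transcripts of the free RNA were chosen after the rise of Mt1 had been seen. Both signals given here lie outside the epithelial cells on which the comparisons rest.

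Mt1 was higher in Fpr2VKO libraries in immune-like cells, at 283.08 ± 203 CPM against 34.4 ± 21.7 CPM in Fpr2f/f (mean ± SD, n = 3 each, exact two-sided permutation p = 0.1, the smallest possible). Villin-driven Cre is not meant to act in immune cells. Vil1, an epithelial gene, was also higher in these cells, at 149 ± 138 against 24.9 ± 12.9 CPM. Free RNA may account for the whole signal. It held Mt1 at 969.84 CPM in the Fpr2VKO libraries, so the gain needed a mean of 24.2% of free RNA in immune-like cells. Of the 100 most abundant other transcripts of the free RNA, mitochondrial ones left out, 0 lay under 0.5 times the level that this share brings in all 3 Fpr2VKO libraries. Expression of Mt1 in immune cells stays open. These transcripts do not rule out free RNA, but they do not show that such a share was present. The share needed was 9.89%, 19.8% and 42.8% in Fpr2VKO replicates 1 to 3. Mitochondrial transcripts, left out of this test, made up 48.0% to 52.2% of the free RNA there. In immune-like clusters drawn without the changed genes, their median was 6.57% and 8.35%. These low medians count against a large share, but they pool both groups, and the share was not measured.

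Mt1 was also higher in barcodes with fewer than 100 UMIs, at 969.84 ± 127 CPM in Fpr2VKO against 182 ± 47.6 CPM in Fpr2f/f (n = 3 each, exact permutation p = 0.1). In barcodes ranked after 20000 and up to 25000 it was 1051 ± 73.7 against 194 ± 44.1 CPM. Free RNA cannot be the whole source of the rise in enterocyte-like cells, since those of Fpr2VKO held more Mt1 than the free RNA, at 2075 CPM. Paneth-like (322 CPM), enteroendocrine-like (844 CPM) and goblet-like cells (992 CPM) did not clearly exceed it. For each class, the share of free RNA that the gain in Mt1 needs was therefore set against the 100 most abundant other transcripts of the free RNA. Under 0.5 times the level this share brings, in all 3 Fpr2VKO libraries, lay 14 of them in stem-like, 14 in TA-like, 24 in enterocyte-like, 10 in goblet-like, 12 in tuft-like and 12 in unnamed cells (12 to 26 with the ranked barcodes as free RNA), which argues against free RNA as the whole source there. In Paneth-like cells 4 did (6 with the ranked barcodes) and in enteroendocrine-like cells 9 (13). With barcodes under 100 UMIs as free RNA these are fewer than 10, the limit set for this test, so it cannot decide there. Mitochondrial transcripts, left out of this test, made up 48.0% to 52.2% of that free RNA in Fpr2VKO libraries. In enteroendocrine-like cells the share needed, 71.3% to 80.8%, would bring more than the 20% mitochondrial UMIs allowed per cell. This argues against free RNA as the whole source there. In Paneth-like cells, which need 28.4% to 32.7%, free RNA and a rise within the cells cannot be told apart. Their median of 3.59% mitochondrial UMIs, in the cluster drawn without the changed genes, counts against such a share but pools both groups. A shift in the mix of classes is also argued against, because Mt1 rose within each of the 8 classes, by at least 2.15-fold. A response of metallothionein genes together is argued against by Mt2 in most classes. Its log2 fold change over all epithelial cells was 0.076, with classes going both ways (4 higher, 3 lower, lowest adjusted p = 0.149), from -0.77 in stem-like to 2.62 in Paneth-like cells. In 6 of the 7 classes where Mt2 could be tested it lay below Mt1 by more than 2 SE of each. In Paneth-like cells the explanation cannot be told apart, since Mt2 rose there from 2.35 to 10.7 CPM on few UMIs, and in tuft-like cells Mt2 was too low for the test. A transcript of the Cre construct that is counted as Mt1 stays open and is weighed with the other observations, as does an effect of the genotype on Mt1 itself, which was not tested.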

How the results depend on the processing

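Tests with at least 10000 UMIs per cell, with a mitochondrial limit of 40%, and with clustering without the changed genes were chosen after the data had been seen. Differences of shares are in percentage points, Fpr2VKO minus Fpr2f/f. Unless a reason is given, the cause was not tested.

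The stem-like, Paneth-like and unnamed shares kept their direction in 17 of 17 alternatives, with ranges of 0.340 to 5.19, 0.763 to 17.1 and -22.6 to -5.44, and the TA-like share in 16 of 17. The exact test cannot pass 0.05 with these libraries, so its threshold says nothing about stability. The 28 calls named for their size held their direction in each alternative that could test them. Among all 7 calls in tuft-like cells, however, 2 others had the other sign at the 40% limit, 1 of them Pcna, which reversed to -0.065. RLE size factors and no filter kept 28 calls, DESeq2, the replicate block and at least 2000 UMIs kept 25, and the 40% limit kept 16. The immature cell list kept its camera call in 10 of 11 alternatives in unnamed cells and over all epithelial cells, with medians of -1.02 to -0.35 and -1.18 to -0.55.

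The cell set held 16142 epithelial cells, and it held 3928 with at most 10% mitochondrial UMIs, 5127 with at least 10000 UMIs and 45374 with at most 40% mitochondrial UMIs, as these limits select by construction. At the 10% limit the TA-like share reversed to -0.621 and the tuft-like share to -1.12. With at least 10000 UMIs, the enterocyte-like share reversed to 0.787, the goblet-like to -1.16 and the enteroendocrine-like to -0.290, and the changed genes numbered 3 over all epithelial cells and 1 in enterocyte-like cells. Enteroendocrine-like and tuft-like cells were then too few for a test of genes. At the 40% limit the same 3 shares reversed, to 2.19, -0.0888 and -0.219, and Ccne1 in stem-like cells to 0.049. Changed genes there numbered 663 in stem-like, 1 in enterocyte-like, 13 in Paneth-like, 10 in goblet-like, 1 in enteroendocrine-like, 1 in tuft-like and 2 in unnamed cells.

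Without correction between libraries, the enterocyte-like share reversed to 0.565, the G2/M share of stem-like cells to 2.83 and their share with a Mki67 UMI to 4.99. For an Olfm4 UMI the difference was -0.741, which cannot show a reversal because nearly every stem-like cell had one. Changed genes numbered 1 in stem-like, 43 in Paneth-like, 8 in goblet-like, 2 in enteroendocrine-like and 1 in tuft-like cells, and the cell cycle list in stem-like cells lost its call (median -0.27, adjusted p = 0.0559). With the 8000 barcodes of most UMIs per library, the enteroendocrine-like share reversed to -0.0253 and the tuft-like to -0.183. The tuft-like share was -0.0571 with at least 2000 UMIs, where 3 genes changed over all epithelial cells, and -0.0698 with doublets kept. Without thinning, the G1 share of stem-like cells reversed to 0.976. Clustering without the changed genes and clustering at resolution 2 kept the direction of the share of each class. Without the changed genes the stem-like share differed by 4.50, the TA-like by 4.29 and the unnamed by -11.2. TA-like cells then made up 17.7% and 22.0% of epithelial cells in Fpr2f/f and Fpr2VKO libraries. At resolution 2 the same 3 shares differed by 4.55, 2.62 and -7.21.

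DESeq2 called 104 genes over all epithelial cells, 40 in TA-like, 53 in enterocyte-like, 24 in goblet-like, 2 in enteroendocrine-like, 11 in tuft-like and 10 in unnamed cells. Without the filter on low counts edgeR called 197, 119, 159, 289, 42, 46, 10, 23 and 82 genes, over all epithelial cells and in stem-like, TA-like, enterocyte-like, Paneth-like, goblet-like, enteroendocrine-like, tuft-like and unnamed cells. The replicate numbers were not found to pair the libraries. As a block they gave 53 genes over all epithelial cells, 69 in stem-like, 177 in TA-like, 20 in enterocyte-like, 16 in Paneth-like, 1 in goblet-like, 7 in enteroendocrine-like and 14 in tuft-like cells. Of the pathway pairs, 3 were called over the list alone by DESeq2, 3 with the block and 3 with at least 10000 UMIs. Under fry no list kept its call, with the medians unchanged by construction at -0.23 and -0.11 for the cell cycle list in stem-like and TA-like cells, -0.24 and -0.25 for the ribosomal protein list and -0.75 and -0.94 for the immature cell list in unnamed and all epithelial cells.

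With each library left out in turn, the enterocyte-like share ran from -3.14 to 0.472 (reversed without Fpr2f/f replicate 2) and the enteroendocrine-like share from -0.157 (without Fpr2f/f replicate 3) to 1.26. The G1 share of stem-like cells ran from -1.34 to 0.520 (reversed without Fpr2f/f replicate 3 or Fpr2VKO replicate 1), and the G2/M share of TA-like cells from -1.98 (without Fpr2f/f replicate 1) to 6.85. Changed genes ran from 1 to 107 over all epithelial cells, 5 to 44 in stem-like, 3 to 32 in TA-like, 2 to 178 in enterocyte-like, 1 to 27 in Paneth-like, 1 to 33 in goblet-like, 0 to 3 in enteroendocrine-like, 2 to 15 in tuft-like and 1 to 13 in unnamed cells. The cell cycle list in TA-like cells ran from -0.24 to 0.0055, and the ribosomal protein list from -0.39 to -0.11 in unnamed and from -0.40 to -0.061 over all epithelial cells. The pathway pairs called over the list alone ran from 0 to 3 (without Fpr2f/f replicate 3), and Bambi in TA-like cells from -0.72 to 0.13 (reversed without Fpr2f/f replicate 1).

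Depth limits the genes of small counts. Fpr2 stayed at 0 UMIs in each library with all barcodes counted. By counting error alone this allows 0.0158 to 0.0333 CPM, but it does not bound the expression of Fpr2, since 203 of 217 genes inside another gene had no UMI.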

Other observations

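The tests of the stem-like and unnamed shares by UMI total, of Mt2, of the mix of cell classes, of close pairs of genes, of genes around Fpr2, of shared exons outside nested genes and of Mt1 against Vil1 in Fpr2VKO were chosen after the results had been seen.

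The filters left 9903 Fpr2f/f and 6547 Fpr2VKO cells. Each count is lower than the value quoted from the study above. With a mitochondrial limit of 40%, 26616 Fpr2f/f and 22452 Fpr2VKO barcodes passed before doublet removal. Of these counts, that of Fpr2f/f lies above the quoted value and that of Fpr2VKO below it. The limits of the study were not stated, so the source of the gap cannot be told.

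The 6 libraries can be split in 10 ways into 3 against 3, so chance can never be excluded at 0.05 for a count of genes or a list. As many changed genes as in the real split were found in 1 of the 10 splits over all epithelial cells, in stem-like, TA-like, enterocyte-like and tuft-like cells, in 2 in goblet-like, 3 in unnamed, 8 in Paneth-like and 10 in enteroendocrine-like cells. As small a camera p was found in 3 splits for the cell cycle list in stem-like and 7 in TA-like cells, in 5 for the ribosomal protein list in unnamed and 5 over all epithelial cells, and in 2 for the immature cell list in unnamed and 2 over all epithelial cells.

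The lower share of cells under 10000 UMIs in Fpr2VKO libraries may come in part from the different UMI limits. With the same limit the difference was -14.0 percentage points in place of -17.3, and the groups overlapped. The limits and the genotype cannot be told apart for this pattern, because 3 libraries per group leave the remaining difference within reach of chance. No biological explanation of it was tested.

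This share of shallow cells could underlie other differences. Among cells of at least 10000 UMIs, the unnamed share differed by -5.44 and the stem-like share by 3.06 percentage points, both in the same direction as over all cells and both smaller, and the groups overlapped. Among the shallower cells the differences were -5.80 and 1.58, with no overlap of the groups (exact permutation p = 0.1 each). That counts against depth as the whole source, but chance gives it in 10% of comparisons of 3 against 3 libraries, so depth and genotype cannot be told apart for these shares. The immature cell list was higher in cells under 10000 UMIs in 6 of 6 libraries, and its median log2 fold change over all epithelial cells was -0.55 in cells of at least 10000 UMIs against -0.94 over all. In cells under 10000 UMIs it was -0.45. Depth and genotype cannot be told apart here either, as the list was lower in both strata but by less. In unnamed cells the median was -0.76 in cells of at least 10000 UMIs and -0.37 in the shallower ones, against -0.75 over all, so there the deeper cells alone showed as large a difference. The ribosomal protein list was at -0.35 among cells of at least 10000 UMIs, no nearer to 0 than over all cells, which argues against depth. For the 7 genes changed over all epithelial cells the median was 1.04 among these cells and 0.79 among the shallower ones, against 1.09 over all, with 7 of 7 in the same direction, and 3 and 1 of the 7 kept their calls. Depth cannot be told apart from genotype by this test, since the genes were chosen because they had been called. An effect of the genotype stays open.

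Animals of different sex are argued against as a source of the genes changed over all epithelial cells, since Ddx3y had an adjusted p of 0.493 and was abundant in all 6 libraries. Stretches of the genome that differ in origin between the groups stay open. The 43 genes changed in any class held 4 pairs closer than 5000000 bases, where random draws gave a mean of 4.54 (permutation p = 0.691), but a few such stretches would not raise this count beyond its spread. Of the 4 pairs, Cyp4v3 and Sorbs2, close to each other on chromosome 8, were both called higher in stem-like cells. Around Fpr2, 0 of the 69 tested genes within 5000000 bases were changed, and 2 of 858 on its chromosome were (0.233%), Cpne5 and Gm29051, against 41 of 15628 on other chromosomes (0.262%). These genes were picked out after their values had been seen. Such stretches and the genotype cannot be told apart, because the changed genes were too few.

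A candidate explanation for the rise of Mt1 is a transcript of the Cre construct that carries Mt1 sequence and is counted as Mt1. The construct is not described, and reads were not analysed here, so this is a hypothesis. A Villin-driven transcript should be most abundant where Vil1 is. Over the 8 classes, the gain in Mt1 followed the level of Vil1 (GRCm38 chromosome 1, 74409376 to 74435559) in Fpr2f/f libraries, with Pearson r = 0.983 (exact permutation p = 0.000248) and Spearman rho = 0.976 (exact permutation p = 0.000397). Without the enterocyte-like and Paneth-like classes, farthest from the median of Vil1, r was 0.920 (exact permutation p = 0.0139). Vil1 itself was higher in Fpr2VKO in 8 of 8 classes, by 1.14-fold to 1.96-fold, with no overlap of the groups in 6, but in none past the threshold (lowest adjusted p = 0.241), and in the free RNA (255 to 350 CPM). With Vil1 taken from Fpr2VKO, r was 0.951 (exact permutation p = 0.00208). Why Vil1 was higher was not tested. The gain did not follow the Mt1 level of Fpr2f/f (r = 0.321, exact permutation p = 0.459). In all, 4 such relations were computed and not adjusted, and classes of the same libraries are not independent replicates. The mix of classes (lowest fold 2.15) is argued against as the whole source, and so are free RNA and a response shared with Mt2 in most classes, with the exceptions given above. An effect of Fpr2 loss on Mt1 stays open and was not tested.

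The absence of Fpr2 UMIs in Fpr2f/f libraries may reflect how UMIs are assigned to genes that lie inside another gene. Of the protein-coding genes inside the span of another gene on the annotation used, with few exon bases shared, 203 of 217 (93.5%) had no UMI, against 297 of 21105 (1.41%) of those outside. Of the 1296 Fpr2 exon bases, 48 (3.70%) are shared. Genes sharing at least as large a part had no UMI in 152 of 468 cases (32.5%), against 444 of 20995 (2.11%) of those sharing none (Fisher exact p = 2.06e-122). This came from genes inside another span (146 of 170). Outside such spans, 6 of 298 sharing genes (2.01%) and 295 of 20844 others (1.42%) had no UMI (Fisher exact p = 0.325), which argues against shared exons by themselves. Low expression of Fpr2 in crypt epithelium stays open as well.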
